# Effects of the Essential Oil from *Pistacia lentiscus* Var. *chia* on the Lateral Line System and the Gene Expression Profile of Zebrafish (*Danio rerio*)

**DOI:** 10.3390/molecules24213919

**Published:** 2019-10-30

**Authors:** Iliana Serifi, Eleni Tzima, Haido Bardouki, Evangeli Lampri, Thomais Papamarcaki

**Keywords:** mastic essential oil, zebrafish, lateral line system, gene expression, microbiota, natural products

## Abstract

Mastic essential oil exhibits anti-bacterial, anti-inflammatory, and anti-oxidant properties. With the growing interest of the use of mastic oil in the food and pharmaceutical industry, systematic in vivo studies are needed to address controlled usage and safety issues. In the present work we evaluated the safety of mastic oil using as a model the zebrafish lateral line system. In addition, we studied the gene expression profile of zebrafish fed with mastic oil-supplemented diet using microarray analysis. Our results showed that the hair cells of lateral line neuromasts are functional upon exposure of zebrafish larvae up to 20 ppm of mastic essential oil, while treatment with higher concentrations, 100 and 200 ppm, resulted in increased larvae mortality. Dietary supplementation of zebrafish with mastic essential oil led to differential expression of interferon response-related genes as well as the immune responsive gene 1 (*irg1*) that links cellular metabolism with immune defense. Notably, *mucin 5.2*, a constituent of the mucus hydrogel that protects the host against invading pathogens, was up-regulated. Our in vivo work provides information concerning the safety of mastic essential oil use and suggests dietary effects on gene expression related with the physical and immunochemical properties of the gastrointestinal system.

## 1. Introduction

Mastic is a natural resin obtained from the plant *Pistacia lentiscus* variation *chia* which is cultivated in the island of Chios, in the Eastern Aegean Sea. It has been known for centuries that chewing mastic gum assists in mouth disinfection and alleviates oral malodour. Recent research has provided scientific evidence to support this traditional knowledge, highlighting the importance of this natural product for human’s health [1,2,3,4]. Mastic has been used in medicine since antiquity and its antimicrobial and antifungal activities have been intensively exploited by the pharmaceutical/medicinal industry. Mastic fights *Helicobacter pylori* bacteria and cures peptic ulcers even when administered in small doses [5,6,7,8]. Interestingly, previous work has shown that mastic prevents the oxidation of LDL and decreases the risk of atherosclerosis [9,10], while other studies have shown anti-inflammatory and anti-oxidant properties [11,12]. 

The mastic gum essential oil is the product of the resin’s hydrodistillation and *α*-pinene is its major compound [13,14,15]. Several studies have reported on the anti-bacterial properties of the mastic essential oil against distinct bacterial strains, including *E. coli*, *S. aureus,* and *B. subtilis* [13,16]. Mastic essential oil has also anti-tumour growth activities against several cancers such as leukemia, adenocarcinoma, colon, prostate, and lung cancer [17,18,19,20,21,22], but the mechanisms by which it exerts the above activities are still not understood. It has been postulated that exposure to mastic essential oil affects directly or indirectly signaling pathways that modulate gene expression, cell proliferation, and differentiation.

Until now, studies regarding the effects of mastic essential oil on human health are limited, since experimental strategies have been based mostly on cell culture systems. Considering the growing interest in the use of mastic oil in the food, cosmetic, and pharmaceutical industry, organism-level systematic studies are needed to evaluate its potential effects and safety usage. Zebrafish is an excellent model for developmental and toxicological studies that can be directly compared to other vertebrates, including mammals. Currently, zebrafish is a well-established in vivo experimental system for investigating host microbial-chemical interactions and innate immune responses [23]. During early development, the survival of zebrafish larvae is dependent solely on the innate immune responses because the adaptive immune system is functionally mature after 4–6 weeks post fertilization [24]. Recently, the anti-inflammatory effects of essential oils extracted from *Thymus vulgraris* and *Rosmarinus officinalis L*. have been studied in zebrafish larvae [25,26]. Furthermore, zebrafish has been recently used in fish nutrition studies such as dietary supplementation with l-carnitine and microalgae-derived arachidonic acid [27,28].

In our work we investigated the effects of mastic essential oil on (i) the zebrafish lateral line sensory system and (ii) the gene expression profile of zebrafish juveniles in response to mastic oil dietary supplementation. The zebrafish lateral line system is comprised of mechanoreceptive organs, called neuromasts, which are innervated by sensory neurons projecting to the central nervous system. Each neuromast consists of sensory hair cells that are morphologically characterized by the presence of a single microtubule-based cilium (kinocilium) flanked by actin-filled projections (stereocilia) [29]. These structures are highly sensitive to drugs, antibiotics, and environmental compounds [30]. 

Our results indicate that the lateral line system of zebrafish larvae exposed to 10–20 ppm of mastic essential oil, retains its functionality which is suggestive of a natural product with no toxicity at this concentration range. On the contrary, higher concentrations of the essential oil such as 100 and 200 ppm, strongly affected the larval development indicating toxic effects. At equivalent to these high concentrations, its constituent *a*-pinene exhibited no developmental toxicity, but it affected the activity of neuromasts. The diet supplementation of zebrafish juveniles with mastic essential oil, resulted in differential expression of genes related to the immune defense against viruses and bacteria. To our knowledge this is the first study that addresses safety issues and gene expression effects of mastic essential oil within the context of an organism under physiological conditions, emphasizing the potential of the zebrafish model system for future studies.

## 2. Results and Discussion

The resin of Pistacia lentiscus var. chia (mastic gum) has been known and utilised since ancient times in food, flavouring, cosmetics, and medicine, and recently it has been approved as a natural medicine by the European Committee on Herbal Products (HMPC) (July 22, 2015). The mastic essential oil is one of the most popular essential oils and numerous studies have documented a variety of health benefits including anti-bacterial, analgesic, anti-inflammatory, and anti-viral properties [31]. Mastic essential oil was extracted from the resin that was obtained as a trunk exudate from the mastic tree, by direct gum distillation. It is composed of mainly volatile terpenes, with established distinct biological roles. Its unique composition accounts for the multiple uses of mastic oil and its constituents in food industry and healthcare [13,14]. Analysis of mastic oil preparation by GC/MS (Figure S1) identified several components with the most abundant ones being α-pinene (67.7%), myrcene (18.8%), and β-pinene (3.0%) (Table 1).

Essential oils are commonly recognized as safe products with beneficial effects for animals and consumers, although it is well documented that several phytochemicals can potentially interfere with cell pathways and in particular of those in neuronal cells [32]. Concerning mastic essential oil, a small number of in vivo studies exists to date with significant differences in the protocols and dosages used, as well as in the ways of administration [33,34]. Therefore, additional in vivo studies are necessary to evaluate safety issues of mastic essential oil.

Several lines of evidence highlight the zebrafish lateral line as a suitable model to screen for drug and chemical compound safety, since morphological alterations such as malformations or reduction of body length, frequently used as toxicity markers, are observed as late or secondary effects. The lateral line system consists of neuromasts which are superficial sensory organs composed of clusters of hair cells, supporting cells, and integrated neurons [29]. Transcriptome analysis after hair-cell ablation has uncovered genes that are differentially regulated early in regeneration, providing valuable information for hair-cell regeneration studies [35]. This analysis can be combined with a repertoire of larvae behavioral assays to access the integrity and/or functionality of their sensory organs [36]. The neuromast hair cells selectively take up fluorescent vital dyes, facilitating the in vivo assessment of the sensory organs formation and/or activity. Using this in vivo approach, the effects of various natural and synthetic compounds on neuromasts, can be monitored by their addition to the surrounding water at different concentrations. To evaluate potential toxic effects of mastic essential oil, 3 days post fertilization (dpf) zebrafish larvae were treated for four days with 10, 20, 100, and 200 ppm of the mastic oil and larval mortality was first assessed. Our results showed that mastic essential oil at the range of 10–20 ppm did not affect the morphology or the swimming behavior of zebrafish larvae (not shown). Furthermore, the architecture of the lateral line network was normal upon exposure to 20 ppm of mastic oil, as assessed by acetylated tubulin staining (Figure 1a). Higher concentrations of 100 and 200 ppm of mastic essential oil, led to high mortality rates, affecting also the swimming behavior of the larvae which was marginal. 

To examine whether mastic essential oil affects the sensory activity of the lateral line, we assessed the functionality of neuromasts upon exposure of 3 dpf larvae to 20 ppm of mastic oil for four days and subsequent labeling with FM1-43 (Figure 1b). The rapid uptake of this vital dye via the mechano-transduction channels of hair cells indicated that under these conditions the neuromasts remained functional. Labeled neuromasts were counted bilaterally in 25 larvae and the average number was determined to be 51.64 ± 4.4 (S.D) in the mastic oil-treated and 53.36 ± 3.7 (S.D) in the control group. These results suggest that mastic oil does not interfere with the function of zebrafish neuromasts and could be considered as a safe product at this concentration range.

It is generally thought that the major constituents of the essential oils determine their biological properties, although in many cases the biological effect may be different due to synergy among different chemical molecules [37]. To evaluate the effects of *a*-pinene, which is the major component of mastic oil (Table 1), 3 dpf zebrafish larvae were treated for four days with 67.5 and 135 ppm of *a*-pinene, corresponding to five and 10 times higher concentrations than those existing in the natural oil. In contrast to mastic essential oil treatment, larvae exposed to these concentrations of *a*-pinene developed normally and their swimming behavior was physiological. However, regarding the high dose of *a*-pinene, there was a statistically significant reduction in the number of fluorescently labeled neuromasts (37.5 ± 6.4 (S.D) in the treated larvae n = 12 versus 52.5 ± 3.5 (S.D) in the control group n = 12, *p*-value 2.04 × 10^−6^ despite the fact that no morphological defects were observed. These results indicate that mastic essential oil has a unique composition and its properties could be due to a synergy of its constituents, as also suggested by previous studies [16,33].

Essential oils appear as promising candidates of a new generation of products for human and animal nutrition and health, due to their beneficial effects on digestion and gut microbial community [38,39,40]. Concerning mastic essential oil, despite the great number of studies reporting on its different actions [5,6,7,8,16], information about its potential effects at the gene expression level, within the context of dietary supplementation, is lacking. To investigate this, zebrafish were fed with dry food soaked in 2% of mastic essential oil, starting from 5 to 42 dpf. These experimental conditions were based on the digestive system development which starts at 18 h post fertilization (hpf), while food uptake and digestion are functional from 5 dpf onwards. 

We first studied the morphology of the intestine of control and mastic oil fed animals at 42 dpf, using histochemical analysis. Hematoxylin and Eosin (H&E) staining showed normal development of the intestine in both experimental groups (Figure S2a,b). Furthermore, no significant differences were detected in the apoptotic pattern of the intestines of both groups, as assessed by caspase-3 immunostaining (Figure S2c,d). These results indicate that mastic diet did not affect the physiological development of the gastrointestinal system and this is important for the evaluation of gene responses to the mastic oil supplemented diet. 

Gene expression analysis is a powerful tool to investigate immediate and reversible responses to environmental chemicals and dietary alterations and may provide evidence about the mechanisms and modes of action for several classes of molecules and natural products. To investigate the transcriptional responses to mastic oil diet in zebrafish, mRNA was isolated from 42 dpf treated and control groups and further subjected to cDNA microarray analysis, as described in Materials and Methods. 

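The arrays compare 3 samples of zebrafish fed the mastic oil diet (2% v/v, given from 5 dpf for 38 days) with 3 samples of zebrafish fed the control diet, all taken at 42 dpf. The Zebrafish Gene 1.0 ST array measures each transcript as the brightness of short probes that its labelled cDNA binds. The methods call the samples biological replicates, and the text names neither the tissue nor the number of fish behind each sample. The treatment text of the sample labels names the mastic oil diet for every sample, so the groups were taken from the sample titles and the paper. Each diet was given to a separate group of fish, so the values hold any other difference between these groups of fish as well as that of the diet. The authors deposited log2 intensities of 18420 transcript clusters, normalized with RMA in the GeneSpring software. Array medians were 9.25, 9.29 and 9.28 in the control group and 9.29, 9.29 and 9.26 in the mastic oil group. Across transcript clusters, samples of 1 group correlated at 0.952 to 0.984 and samples of different groups at 0.949 to 0.973. Of the transcript clusters, 13578 name 1 gene, 492 name several and 4350 name none. Clusters naming the same single gene were averaged, which left 17933 features, 13091 of them with 1 gene name. Each feature was tested with limma for the mastic oil diet minus the control diet, two-sided, without a filter on low values beyond any applied before deposition. The number of arrays limits the precision, and the smallest exact permutation p that 3 samples against 3 allow is 0.1.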

By a selection criteria of fold change ≥ 1.7 and *p*-value < 0.05, 58 genes were identified that displayed differential expression in mastic oil-treated versus the control group (Figure 2). Of these, seven transcripts were up-regulated while 51 were down-regulated (Table 2 and Table S1). 

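On the mastic oil diet, 92 features met the paper's selection, a fold change of at least 1.7 and an unadjusted p under 0.05 in limma. Among them, lgals3bp.3, which encodes a galectin-3-binding protein, had a log2 value of 11.43 ± 0.14 (SD, n = 3) on the control diet and 10.12 ± 0.53 (SD, n = 3) on the mastic oil diet. Its log2 change was −1.31 (SE 0.242, adjusted p = 0.217 from limma). Its paralog lgals3bp.1 had a log2 change of −0.94 (SE 0.118, adjusted p = 0.0733). For xaf1, which encodes an inhibitor of the anti-apoptotic protein XIAP, the log2 change was −0.80 (SE 0.116, adjusted p = 0.107). The value of xaf1 was −0.75 without control replicate 3 and −0.70 without mastic replicate 3, both under the fold threshold. Of the 58 entries of Table 2 and Table S1, 50 were matched to a feature by gene ID or symbol, and all 50 had the direction that the tables give. At the thresholds, 48 of the matched entries passed. The remaining 2 were fas, a death receptor with a log2 change of −0.76, which misses the fold of 1.7 only by rounding (1.698), and LOC100006656, with −0.75. The latter is the average of 2 transcript clusters that changed by −1.26 and −0.23. The tables had been read before the data were examined, so these entries are not independent evidence of their direction. After Benjamini-Hochberg adjustment over all features, 1 feature was past 0.05 in limma and 24 were past 0.1, all of them lower, out of 442 features higher and 634 lower at an unadjusted p under 0.05. The methods' t-test found 71 features at the paper's thresholds, passed 37 of the matched entries, and left 0 features after Benjamini-Hochberg adjustment. The count at the paper's thresholds was 187 with array weights, 40 without features of low mean value and 61 over features that name 1 gene. The adjusted count was 13 without mastic replicate 2, 2 without mastic replicate 1 and 922 with array weights.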

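Of the 92 features at the paper's thresholds, 8 were higher and 84 were lower on the mastic oil diet. The largest change was in gig2l, a member of the gig2 family of genes induced by virus infection in fish, which fell. Its log2 value was 11.20 ± 0.31 (SD, n = 3) on the control diet and 6.66 ± 0.33 (SD, n = 3) on the mastic oil diet, a log2 change of −4.54 (SE 0.204, adjusted p = 8.19e-04 from limma). It was the only feature past an adjusted p of 0.05, and its log2 change stayed between −4.71 and −4.35 when any 1 sample was left out. On the mastic oil arrays its values ranked 1, 2 and 5 from the lowest of 17933 features, below the signal floor of 7.97, so the size of its fall is uncertain. The gig2 genes are similar in sequence and may share probes. The next largest falls at the paper's thresholds were in LOC100535405, with a log2 change of −2.60 (SE 0.354, adjusted p = 0.0939), and in the table entry cgasa, with −2.20. The uncharacterised genes si:dkey-211g8.5 and si:ch73-167i17.7 had log2 changes of −1.99 (SE 0.177, adjusted p = 0.0566) and −1.48 (SE 0.162, adjusted p = 0.0602). Of the 92 features, 45 match no table entry by gene ID or symbol. Of these, 8 have the fold change and p-value of the 8 unmatched entries, the p under a moderated t chosen after the data were seen, and so are likely those entries. The other 37 were 36 lower and 1 higher. The higher one was zgc:174917, an uncharacterised gene chosen here after its value was seen, with values of 9.83 ± 1.00 (SD, n = 3) and 10.96 ± 0.39 (SD, n = 3) and a log2 change of 1.12 (adjusted p = 0.821 from limma). Among genes named by 1 feature, 7 were higher and 52 were lower. The count of higher features was the less stable: it was 26 without control replicate 2, 16 without control replicate 3, 16 without mastic replicate 1, 45 with array weights, 3 with the methods' t-test and 3 without features of low mean value.

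**Figure D1:**
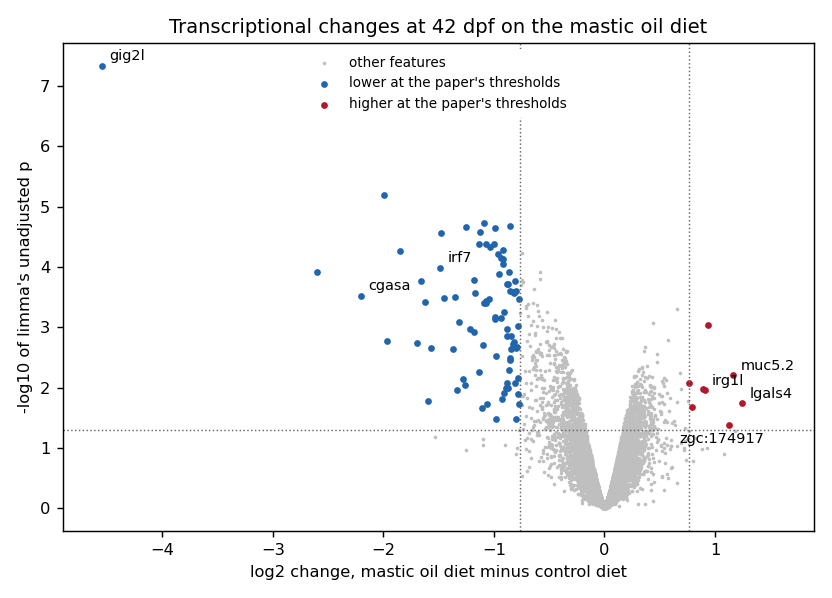
Log2 change of each feature on the mastic oil diet minus the control diet against the negative log10 of limma's unadjusted p. The dotted lines mark the paper's thresholds, a fold change of 1.7 and a p of 0.05; the 84 lower features lie to the left, with gig2l at −4.54, and the 8 higher features to the right.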

Gene ontology characterization [41] showed that 33 differentially expressed genes were related to the immune defense against pathogens (Table 2). Among these genes, a large group was related to the interferons (IFNs), virus-induced cytokines that exhibit the first line of defense against viruses, also exhibiting antiproliferative and immunomodulatory effects [42] (Figure 2 and Table 2). 

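Genes of MHC class I presentation, which carries peptides to the cell surface for T cells, had a median log2 change of −0.30 on the mastic oil diet. As a group they were called lower with camera's preset correlation only (adjusted p = 2.82e-12; adjusted p = 0.376 with an estimated correlation and 0.231 with fry). Of 18 measured members, 10 fell when adjusted over the list alone and 0 over all genes (limma, with 10 lower and 0 higher at an unadjusted p under 0.05). This list holds 2 genes of Table 2, which the paper selected from these same arrays. Its members include b2m, the light chain of MHC class I molecules, with a log2 change of −0.96 (SE 0.133). This is the average of 2 transcript clusters that changed by −1.15 and −0.77. The change in b2m was −0.76, under the paper's fold threshold, with control replicate 3 and mastic replicate 1 left out together. Other members were the peptide transporter tap1 with −0.58 (SE 0.130) and the peptide trimming enzyme erap2 with −0.57 (SE 0.151). The tapasin-like gene tapbpl had −0.80 (SE 0.175), which was −0.64 without control replicate 3 and −0.66 without mastic replicate 3, under the paper's fold threshold. Of 8 measured genes of MHC class II presentation, cd74a, the invariant chain, fell when adjusted over the list alone and 0 fell over all genes. Its log2 change was −0.63 (SE 0.148; −0.42 with the same 2 samples left out), and the list's median was −0.21 (adjusted p = 0.0316 from camera, 0.452 with an estimated correlation). That list's call was lost without control replicate 3 (−0.15) or mastic replicate 1 (−0.17), with array weights (−0.18) and without features of low mean value (−0.14). The Table 2 entry hla-dpa1, also of MHC class II, is not on this list. The feature matched to hla-dpa1 had a log2 change of −0.87 (SE 0.255) and did not pass with the methods' t-test. Of 15 chemokine ligands, which attract leukocytes, 3 fell when adjusted over the list alone and 0 over all genes (4 lower at an unadjusted p under 0.05). These were ccl38a.5 with −1.37 (SE 0.302), ccl36.1 with −1.18 (SE 0.233) and ccl19b with −0.62 (SE 0.158). The chemokine list also holds 2 genes of Table 2, among them ccl38a.5. The chemokine list's median was −0.10 (adjusted p = 0.00121 from camera, 0.711 with an estimated correlation) and was −0.02 without control replicate 3. It was no longer called without mastic replicate 1 (−0.12) or with array weights (−0.15), and it was 0.08 with control replicate 3 and mastic replicate 1 left out together, a setting chosen after the data were seen. All 8 measured finTRIM genes, a fish family of antiviral tripartite motif proteins, had values below 0, with a median of −0.24 (adjusted p = 4.86e-05 from camera, 0.351 with an estimated correlation). Of these, ftr50 (−0.99, SE 0.179) and ftr35 (−0.35, SE 0.104, and −0.21 with array weights) fell when adjusted over the list alone, and 0 over all genes (3 lower at an unadjusted p under 0.05). By its fold change and p-value, ftr50 is likely the unmatched entry LOC100330813 of Table S1. Immune cell markers were measured beside these groups. Of 31 macrophage and neutrophil markers, 1 was higher and 3 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes. Their median was −0.11 (adjusted p = 0.0229 from camera, 0.731 with an estimated correlation). The neutrophil enzyme mpx had a log2 change of 0.59 and the macrophage gene mpeg1.1 one of −0.56. That of mpeg1.1 was −0.30 with control replicate 3 and mastic replicate 1 left out together. In control replicate 3 these markers had a median deviation of 0.37 from their means over all samples. Without that sample their median change was 0.02, and without mastic replicate 1 it was −0.08, in both cases without a call, as with array weights (−0.10) and without features of low mean value (−0.04). Of 17 lymphocyte markers, 5 were lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone or over all genes, with a median of −0.14 (adjusted p = 0.001117 from camera, 0.351 with an estimated correlation; no call without mastic replicate 1, at −0.15, or with control replicate 3 left out as well, at −0.11).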

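Genes that respond to interferon were called lower on the mastic oil diet as a group with camera's preset correlation (adjusted p = 6.96e-39). The adjusted p was 0.0533 with an estimated correlation and 0.00779 with fry. Of 39 measured members of a list of such genes, 37 had values below 0 and 28 fell when adjusted over the list alone, against 1, gig2l, over all genes (limma; 32 lower and 0 higher at an unadjusted p under 0.05). The median log2 change was −0.56 (95% bootstrap interval over genes −0.77 to −0.43). The list was written after Tables 2 and S1 had been read and holds 9 of their genes, so it is not independent evidence of its direction. Without those genes, 30 members remained, 28 with values below 0, and 19 fell when adjusted over the list alone, with a median of −0.46. One of them, dhx58, encodes a cytosolic sensor of viral RNA, and its log2 value was 9.23 ± 0.26 (SD, n = 3) on the control diet and 8.10 ± 0.07 (SD, n = 3) on the mastic oil diet. The change in dhx58 was −1.14 (SE 0.133, adjusted p = 0.068 from limma). Another, ifi44g, of the interferon-induced protein 44 family, had a log2 change of −0.90 (SE 0.157, adjusted p = 0.176; −0.71, under the paper's fold threshold, with control replicate 3 and mastic replicate 1 left out together). For helz2a, a helicase induced by interferon, it was −0.82 (SE 0.172), with values under the paper's fold threshold without control replicate 1 (−0.75), control replicate 3 (−0.73) or mastic replicate 2 (−0.68) and with array weights (−0.70). Without the table genes, camera against all other features gave an adjusted p of 5.26e-25 with the preset correlation and 0.0533 with an estimated correlation. With fry the adjusted p was 0.00779. As median deviations from the means over all samples, the full list stood at 0.31, 0.21 and 0.36 in the control samples and −0.29, −0.18 and −0.38 in the mastic oil samples.

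**Figure D2:**
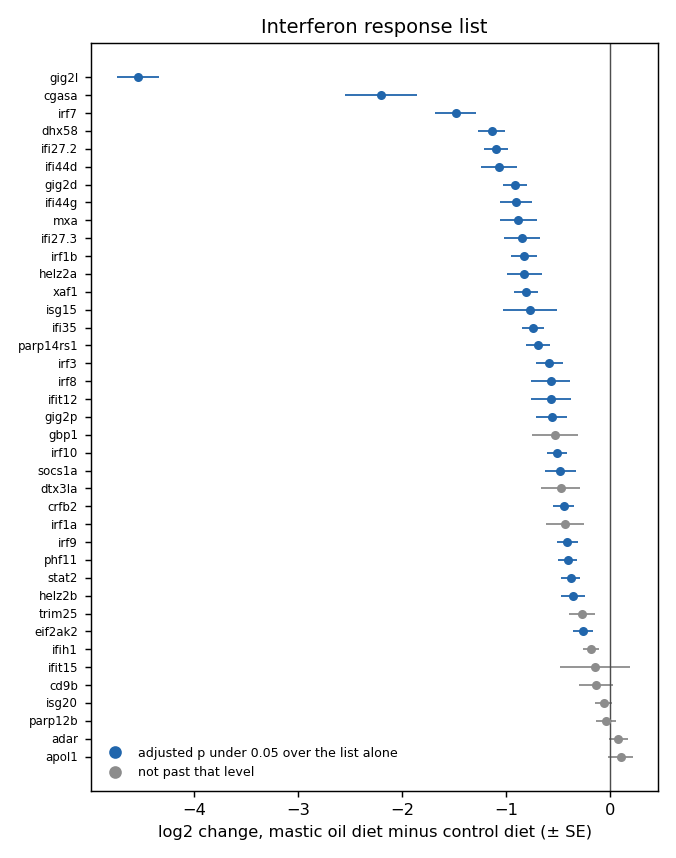
Log2 change, mastic oil diet minus control diet, of the 39 measured genes of the interferon response list, with bars of 1 SE. Blue marks the 28 genes past an adjusted p of 0.05 over the list alone and grey the others; 37 of the 39 points lie below 0, with gig2l farthest at −4.54.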

As shown in Table 2, an immune-related differentially expressed gene was *stat1b*, one of the two *stat1* zebrafish orthologs. STAT proteins induce transcription of IFN-stimulated genes upon binding of type I interferon to its heterodimeric receptor [43]. In addition, *irf7* and *irf1b*, two members of the interferon regulatory factor (IRF) family, have been identified by our microarray screen. These transcription factors are mediators of early inflammatory genes in infected cells [44,45]. 

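Both transcription factors were lower in all 3 samples on the mastic oil diet than in every control sample. Groups of 3 samples separate in 1 direction or the other by chance for 10% of features. The log2 value of irf7, which drives the expression of type I interferon genes, was 11.73 ± 0.40 (SD, n = 3) on the control diet and 10.25 ± 0.18 (SD, n = 3) on the mastic oil diet. This is a log2 change of −1.48 (SE 0.198, adjusted p = 0.0925 from limma). For irf1b the log2 values were 12.19 ± 0.10 (SD, n = 3) on the control diet and 11.36 ± 0.23 (SD, n = 3) on the mastic oil diet, a log2 change of −0.82 (SE 0.127, adjusted p = 0.125 from limma). Without mastic replicate 3 the change in irf1b was −0.72, under the paper's fold threshold. Other family members on the interferon list, chosen here after their values were seen, had log2 changes of −0.58 for irf3, −0.57 for irf8, −0.51 for irf10, −0.43 for irf1a and −0.41 for irf9. All of these except irf1a passed when adjusted over the interferon list alone, and 0 of them passed over all genes.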

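Of the interferon-induced protein 44 and ifi27 (isg12) families, 3 genes of Table 2 were lower on the mastic oil diet at the paper's thresholds, and none of them passed the adjustment over all features. In ifi44d (LOC795887) the log2 value was 8.93 ± 0.25 (SD, n = 3) on the control diet and 7.86 ± 0.28 (SD, n = 3) on the mastic oil diet, a log2 change of −1.07 (SE 0.173, adjusted p = 0.145 from limma). For ifi27.2 (zgc:152791), which encodes a small protein induced by interferon, it was 10.78 ± 0.14 (SD, n = 3) and 9.68 ± 0.16 (SD, n = 3), a change of −1.09 (SE 0.114, adjusted p = 0.0602). Its paralog ifi27.3 (LOC558511) had a log2 change of −0.85 (SE 0.171, adjusted p = 0.291). Without mastic replicate 1 the change in ifi27.3 was −0.67, and with control replicate 3 left out as well it was −0.59, both under the paper's fold threshold. The paralogs may share probes, so their values are not fully separate measurements. A further entry of Table 2 for the protein 44 family, si:dkey-79f11.7, was matched to no feature by gene ID or symbol. By its fold change and p-value, compared after the data were seen, it is likely ifi44a1. That gene had a log2 change of −0.91 (SE 0.277, adjusted p = 0.65 from limma).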

Among the differentially expressed genes were also *interferon-induced protein 44* and *interferon stimulated gene 12* that encode interferon-induced proteins which are involved in the protective response to viral infection [46]. Other genes affected by the mastic oil diet belong to the family of the very large interferon inducible GTPases (VLIG) that also contribute to the host cellular response to IFNs [47]. 

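The 2 genes of this family in Table 2 had values of opposite sign at the paper's thresholds, and neither passed the adjustment over all features. Measured log2 values of gvin1l2 (LOC100001880) were 7.55 ± 0.13 (SD, n = 3) on the control diet and 8.49 ± 0.36 (SD, n = 3) on the mastic oil diet, a log2 change of 0.94 (SE 0.177, adjusted p = 0.235 from limma). That of si:dkey-85k7.12 (LOC556241) was 8.51 ± 0.04 (SD, n = 3) and 7.44 ± 0.24 (SD, n = 3), a change of −1.07 (SE 0.125, adjusted p = 0.068). The latter is the average of 2 transcript clusters with changes of −1.13 and −1.02. For each gene the samples of the diets did not overlap, and all values of the lower group lay below the signal floor of 7.97. Every deposited transcript cluster reached that floor in all samples of at least 1 group. Presence among the deposited values can by itself give this separation, so it is not evidence of a change. A further large GTPase of Table 2, urgcp, an upregulator of cell proliferation, had a log2 change of −0.87 (SE 0.220, adjusted p = 0.505). Its value was −0.74 without control replicate 3 and −0.63 without mastic replicate 3, both under the fold threshold. Genes of this family are similar in sequence and may share probes.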

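The log2 value of mxa, a dynamin-like GTPase that blocks virus replication, was 8.81 ± 0.33 (SD, n = 3) on the control diet and 7.93 ± 0.20 (SD, n = 3) on the mastic oil diet. This is a log2 change of −0.88 (SE 0.178, adjusted p = 0.291 from limma), and every mastic oil sample lay below every control sample. Without control replicate 1 the change was −0.72, and with control replicate 3 and mastic replicate 1 left out together −0.75, both under the paper's fold threshold.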

Along this line, *mx* gene that encodes Mx protein, a member of the large GTPases family, known to be exclusively induced by IFNs [48], was also down-regulated (Table 2). Changes in the expression levels of the genes described above were validated by qPCR analysis (Figure 3).

It is well established that IFNs functions are complicated and in many cases the production of IFNs interferes with antibacterial mechanisms [49]. The expression pattern of IFN-related transcripts in the mastic oil group might be indicative of a protective mechanism against bacteria. 

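Genes of antibacterial defense and acute inflammation were not called as a group with all samples and features, and the call depended on the setting. Of 38 measured members, 2 fell and 0 rose when adjusted over the list alone, and 0 changed over all genes (limma; 1 higher and 4 lower at an unadjusted p under 0.05). The 2 that fell were il4i1 and crp3. Both are genes of Table 2, as is irg1l, the 1 higher member. The paper selected them from these same arrays, so they are not independent evidence. The log2 value of il4i1 (LOC556554), an L-amino acid oxidase like the antibacterial ones of fish skin mucus, was 8.30 ± 0.20 (SD, n = 3) on the control diet and 7.33 ± 0.12 (SD, n = 3) on the mastic oil diet, a log2 change of −0.97 (SE 0.119, adjusted p = 0.0686 from limma). The acute phase gene crp3, a C-reactive protein, had a value of 9.58 ± 0.09 (SD, n = 3) on the control diet and 8.02 ± 0.78 (SD, n = 3) on the mastic oil diet, a change of −1.56 (SE 0.342, adjusted p = 0.36). A second C-reactive protein gene, crp4, had a log2 change of −0.52 (SE 0.199), which was −0.33 without mastic replicate 1. The list's median was −0.05 (adjusted p = 0.0835 from camera with the preset correlation, 0.731 with an estimated correlation). The median was above 0 without control replicate 3, at 0.06, and without mastic replicate 3, at 0.02. The list was called lower over only features that name 1 gene (−0.05) and without control replicate 1 (−0.13), control replicate 2 (−0.09) or mastic replicate 2 (−0.09). In control replicate 3 its members had a median deviation of 0.22 from their means over all samples.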

In support to this hypothesis, the microarray analysis revealed two up-regulated genes, *irg1l* and *muc 5.2* (Table 2, Figure 3) that play important roles in the host defense against bacterial pathogens. 

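Both genes were higher on the mastic oil diet in every sample than in any control sample. For irg1l, chance separates such groups in either direction for 10% of features. For muc5.2, all control values lay below the signal floor of 7.97. Every deposited transcript cluster reached that floor in all samples of at least 1 group. The separation of muc5.2 therefore followed from its presence among the deposited values and is not evidence of a change. The log2 value of irg1l was 8.72 ± 0.40 (SD, n = 3) on the control diet and 9.63 ± 0.47 (SD, n = 3) on the mastic oil diet. The change was 0.91 (SE 0.270, adjusted p = 0.636 from limma), and the groups nearly touched, with 9.178 in control replicate 3 and 9.181 in mastic replicate 3. For muc5.2 the log2 values were 7.51 ± 0.04 (SD, n = 3) on the control diet and 8.67 ± 0.71 (SD, n = 3) on the mastic oil diet, a change of 1.17 (SE 0.309, adjusted p = 0.549 from limma). Neither passed the adjustment over all features. The change in irg1l was under the paper's fold threshold without mastic replicate 2, at 0.66, and with array weights, at 0.67, and the methods' t-test did not pass it. For muc5.2 the change was 1.76 with array weights, and its control values lay below the signal floor of 7.97, so the size of its change is uncertain. From the lower interferon-related transcripts and these up-regulated genes, which act in host defense, the paper proposes as a hypothesis that the expression pattern might reflect a protective mechanism against bacteria.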

*Irg1* gene encodes for the *cis*-aconitate decarboxylase that catalyzes the decarboxylation of *cis*-aconitate, an intermediate of the tricarboxylic acid cycle, to produce itaconic acid. This metabolic derivative exhibits important function towards bacteria, such as *Salmonella enterica* and *Mycobacterium tuberculosis,* by enhancing the production of reactive oxygen species (ROS) within macrophage-lineage cells [50]. Notably, Irg1 protein is localized in mitochondria, a cellular compartment recently recognized as a platform orchestrating anti-inflammatory and immune cell defense mechanisms [51]. In light of the above findings, it is tempting to speculate that *irg1* may be a mediator of the antibacterial function of mastic oil, which is known since ancient times and documented by several previous studies [5,6,7,8,16]. 

*Muc 5.2* encodes a protein that belongs to the mucin family of o-glycosylated glycoproteins which form long and fibrilar polymers secreted by specialized goblet cells. Mucins regulate the production of mucus, which is composed by a complex mixture of glycoproteins, water, macromolecules, electrolytes, and cells that covers the gastrointestinal epithelium [52]. Mucus is important for several functions, including protection of the epithelium from bacteria and pathogens [52,53]. Low amounts of mucins lead to increased susceptibility to infections of the oral cavity and the gut epithelium. Interestingly, recent studies have shown that the maturation and function of the mucus layer are strongly influenced by the gut microbiota, and in return, mucins can regulate the production of mucosa-associated bacteria [54,55]. Like humans, the gut microbiota of zebrafish is influenced by nutritional, microbiological and environmental factors and plays important roles in host metabolism and immune function [56]. 

Our data provide new perspectives for understanding the effects of mastic essential oil diet depicting (i) down-regulation of genes of the IFN system and (ii) immunometabolic actions through induction of *irg1l* and increased expression of *muc5.2.* These results, combined with existing knowledge on the protective effects of mastic on the gastrointestinal tract and oral cavity health [5,6,7,8,16], open up the possibility that mastic essential oil in animal and human diet, may exert a prebiotic-like effect on the intestinal environment by altering the amount and composition of secretions produced by the intestinal mucosa. These changes could modulate both the physical and chemical properties of the intestinal environment and facilitate the digestion and absorption of nutrients, making it challenging to dissect these mechanisms, especially in humans. 

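Beyond muc5.2, the lists of markers of mucus production, intestine and pancreas held no shift as a group that lasted across samples and settings. Of 14 genes of mucins and goblet cells, the mucus-secreting cells of the gut lining, muc5.2 was higher and clca1, a protein secreted by goblet cells, was lower at an unadjusted p under 0.05. When adjusted over the list alone or over all genes, 0 passed (limma). The log2 change of clca1 was −0.37 (SE 0.142), and the list's median was 0.06 (adjusted p = 0.362 from camera with the preset correlation). Without control replicate 1 this median was −0.02, and with control replicate 3 and mastic replicate 1 left out together, a setting chosen after the data were seen, the list was called higher, at 0.19. Of 38 enterocyte markers, the absorptive cells of the intestine, 3 were higher and 1 was lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes. The higher ones were the galectin gene lgals4, with a log2 change of 1.25, the apolipoprotein gene apoa4b.3, with 0.33 (0.20 without mastic replicate 3, 0.60 with array weights and 0.51 with those 2 samples left out), and anpepa, an aminopeptidase of the brush border, with 0.25 (SE 0.106; 0.16 without control replicate 3). The change in lgals4 did not meet the p threshold without mastic replicate 1 (1.22) or mastic replicate 3 (1.047). The tight junction gene cldn15a had a change of −0.32 (SE 0.103). The enterocyte median was −0.09 (adjusted p = 0.0242 from camera, 0.731 with an estimated correlation). That call was lost without control replicate 2 (−0.07), control replicate 3 (−0.04) or mastic replicate 1 (−0.05), with array weights (−0.05) and without features of low mean value (−0.08), and the median was −0.01 with those 2 samples left out. Of 24 exocrine pancreas genes, the serine protease gene prss60.1 was higher, with 0.80, at an unadjusted p under 0.05 and 0 passed when adjusted over the list alone or over all genes, with a median of −0.04 (adjusted p = 0.248 from camera). The change in prss60.1 did not meet the p threshold without control replicate 2 (0.76), control replicate 3 (0.69), mastic replicate 2 (0.59) or mastic replicate 3 (0.68). This median was 0.01 without mastic replicate 1, and the list was called lower without mastic replicate 2, at −0.11.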

Subsequent biochemical and genomic experiments based on our observations are required to enable elucidation of the underlying mechanisms by which mastic essential oil influences metabolism and immune system function. Our work encourages future in vivo research focusing on the actions of mastic essential oil on host microbial dynamics and immunity.

## 3. Materials and Methods

### 3.1. Zebrafish Maintenance

Zebrafish were maintained in an automated circulating system, equipped with appropriate filters to ensure good water quality and a healthy aquatic environment. Room and tank water temperature were set at 28 ± 0.5 °C and the photoperiod was 14 h light: 10 h dark. Fish were fed with commercially dry food twice a day. Breeding and embryo collection were performed under standard conditions and before sacrifice, animals were anaesthetized in 0.016% Tricaine MS-222. Zebrafish were staged according to Kimmel, et al. [57] and reared in compliance with the internationally accepted principles for laboratory animal use and care as found in the European Community guidelines (EEC Directive of 1986; 86/609/EEC) and the Recommended Guidelines for Zebrafish Husbandry conditions (https://www.eufishbiomed.kit.edu/59.php). The present study was performed according to international, national, and institutional rules considering animal experiments, clinical studies and biodiversity rights. All experimental protocols described in this study were approved by the FORTH Ethics Committee. 

### 3.2. Extraction and Analysis of Mastic Essential Oil

Commercial mastic gum was supplied by the Chios Mastic Gum Growers Association. In Chios island the resinous gum is collected by hand directly from the plant or from the ground underneath. The air dried parts were milled by hand in VIORYL laboratories and then the use of an inhouse experimental distillation equipment was applied. The mastic oil was produced by a direct dry distillation of the mastic gum under vacuum. The temperature ranged from 50 to 110 °C. The sample was centrifuged and the upper layer was separated. No further fractionation took place. GC/MS analysis was carried out in a GC-MS (GC: 6890A, Agilent Technologies, USA, MSD: 5973, Agilent Technologies) using a Factor Four VF 1 ms column (25 m, 0.2 mm i.d., 0.33 μm film thickness, Agilent Technologies). 0.1 μL of essential oil was directly injected and a 1:100 split ratio was applied. The oven temperature was set at 50 °C for 1 min, followed by a temperature gradient of 2.5 °C/min. When temperature reached 160 °C it was kept steady for 20 min. Then, a step of 50 °C/min was applied until oven temperature was 250 °C, where it was kept for 15 min. Helium was used as carrier gas with a flow rate of 1 mL/min. Injector and transfer line temperatures were set to 200 and 250 °C, respectively. The mass spectrometer operated in the electron impact mode with the electron energy set to 70 eV. Volatiles identification was completed according to mass spectra comparison to Willey/NIST 0.5 and in-house created libraries (VIORYL S.A.).

### 3.3. Exposure of Zebrafish Larvae to Mastic Oil and In Vivo Staining of Lateral Line Neuromasts

Mastic essential oil (density 0.86 g/mL) was diluted in absolute ethanol at a concentration of 5% *v/v*. At 3 dpf, larvae were placed in 6-well plates (10 fish in 5 mL of system water per well) and exposed to mastic essential oil for four days at different concentrations (10–200 parts per million, ppm, corresponding to 10–200 mg/L). The solutions of mastic essential oil were renewed at 24-h intervals. The ethanol concentrations corresponding to 10, 20, 100, and 200 ppm were 0.0235%, 0.047%, 0.235%, and 0.47%, respectively and did not cause any toxic effects. The control group was treated with system water containing equivalent concentrations of ethanol (vehicle control). The mortality of the larvae was recorded during the assay.

Lateral line neuromasts were assessed for mechanosensitivity by in vivo staining with the vital fluorescent dye Synaptogreen C4 (Biotium), also known as FM1-43. Following a four-day exposure to mastic oil or *a*-pinene, 7 dpf larvae were rinsed twice in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, and 0.33 mM MgSO_4_) and incubated with 3 μM Synaptogreen C4 for 30 s at room temperature, under dark conditions. Larvae were then rinsed three times in E3 medium, anaesthetized in 0.016% Tricaine MS-222 and fluorescently labeled neuromasts were counted bilaterally, under a fluorescent microscope. Three independent experiments were performed for each concentration of mastic essential oil.

### 3.4. Preparation of Mastic Oil Supplemented Fish Food

Dietary supplementation of zebrafish food with mastic essential oil (2% *v/v*), was prepared by dissolving 0.2 mL of essential oil in 10 mL of 100% ethanol and subsequent addition of the mastic oil/ethanol solution to 10 g of commercial dry food. Removal of ethanol was effected by evaporation until the food was completely dry. Zebrafish were divided into separate groups based on their diet. For a period of 38 days, starting at 5 dpf, zebrafish larvae were fed with 2% *v/v* mastic oil supplemented diet or control diet consisting of commercial dry food. Over the course of the experiments, zebrafish individuals subjected to the mastic oil diet were observed for any morphological or behavioral changes. At 42 dpf, zebrafish were sacrificed for further analyses.

### 3.5. Whole Mount Immunofluorescence

Seven dpf larvae were fixed in 4% PFA for 2 ⅟_2_ h at room temperature. After fixation, larvae were washed twice with PBS, transferred to 100% methanol, and stored at −20 °C. Acetylated tubulin staining was performed as previously described [58]. 

### 3.6. H&E Staining 

Zebrafish were fixed for 1 day in 10% formalin and then dehydrated in graded concentrations of ethanol, xylol, and finally embedded in paraffin. Serial 3 μm whole body sagittal sections were prepared, mounted on slides, and stained with hematoxylin and eosin.

### 3.7. Immunohistochemistry

Immunostaining was performed on formalin-fixed, paraffin-embedded tissue sections by the streptavidin-biotin peroxidase labeled (LSAB) method. Pretreatment of the sections in microwave oven was performed. Sections were pretreated with 10 mM sodium citrate buffer pH 7.0 and then incubated with anti-cleaved caspase-3 antibody (Cell Signaling, 1:1000) for 12 h. Negative controls were incubated and processed identically with omission of the primary antibody.

### 3.8. RNA Preparation and cDNA Synthesis

Total RNA was extracted from control and mastic oil-treated zebrafish at the stage of 42 dpf (three biological replicates per sample). RNA isolation and purification were performed using the RNeasy Mini Kit (Qiagen, Hilden, Germany) with DNase to eliminate genomic DNA contamination. The concentration and quality of the purified RNA samples were determined by Nanodrop spectrophotometer (Thermo Scientific, Waltham, MA, USA) and verified by use of the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). One microgram of purified total RNA was used as a template for reverse transcription and cDNA synthesis with the PrimeScript RT Reagent Kit with gDNA Eraser (Takara, Saint-Germain-en-Laye, France).

### 3.9. Microarray Analysis

The transcriptomic profile of control and mastic oil-treated zebrafish was analyzed by microarrays, using the Affymetrix Platform of the GeneCore Facility in EMBL (Heidelberg, Germany). RNA samples were processed, labeled, and hybridized to the Zebrafish Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA), according to standard Affymetrix protocols, as described [59]. Raw data were normalized, processed, and visualized with the GeneSpring software (Agilent Technologies) [59]. The list of genes was generated from the final data by *p*-value sorting ≤ 0.05 and absolute differential expression ≥ 1.7 fold change. Microarray data have been deposited to the Gene Expression Omnibus (GEO) database under the accession number GSE74098.

### 3.10. Quantitative Real-Time PCR (qPCR)

Quantitative real-time PCR reactions were performed on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Inc., CA, USA) using the KAPA SYBR^®^ FAST qPCR Master Mix Universal Kit (KAPA Biosystems) reagent. Three biological replicates were run in technical triplicates. The reaction mixture (10 μL) was composed of 5 μL of qPCR Master Mix (2x), 0.25 μL of each primer (10 μΜ), 2 μL of diluted cDNA template (12-fold), and 2.5 μL of Nuclease-free water. The qPCR cycling conditions were initial denaturation at 95 °C for 3 min followed by 40 cycles of 95 °C for 3 s, 60 °C for 30 s, and 72 °C for 15 s. *Gapdh* and *rpl13* (geNorm kit, PrimerDesign) were used as internal controls. Normalization and relative quantification of gene expression were performed with the qBase Plus software (Biogazelle). Primers for the genes of interest were designed based on *Danio rerio* nucleotide sequences found in NCBI, their Tm was 60 °C and their sequences are listed in Table 3.

### 3.11. Statistical Analysis

Statistical analysis was performed using the 2-tailed Student’s *t* test considering *p* ≤ 0.05 as statistical significance.

## Figures and Tables

**Figure 1:**
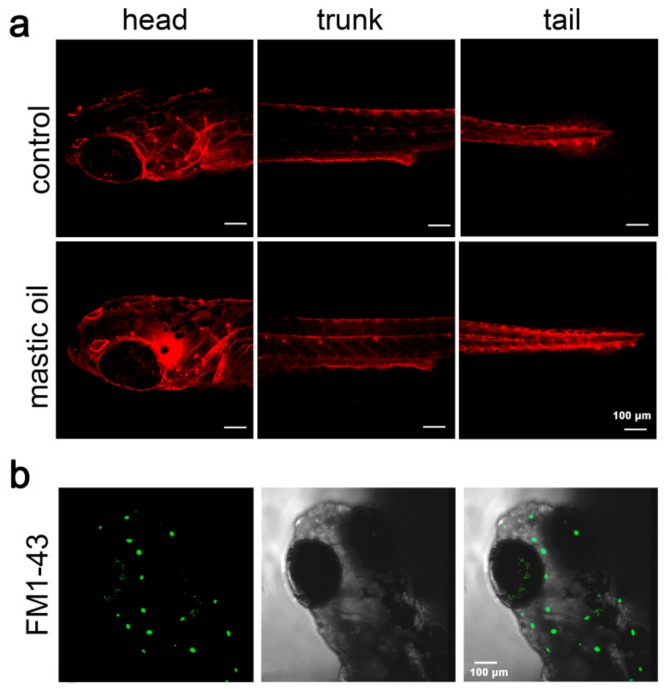
Architecture of the lateral line system in mastic essential oil-treated zebrafish. (**a**) Acetylated tubulin staining of control and mastic oil-treated zebrafish larvae at 7 dpf. (**b**) A representative image showing FM1-43 staining of 7 dpf zebrafish larvae.

**Figure 2:**
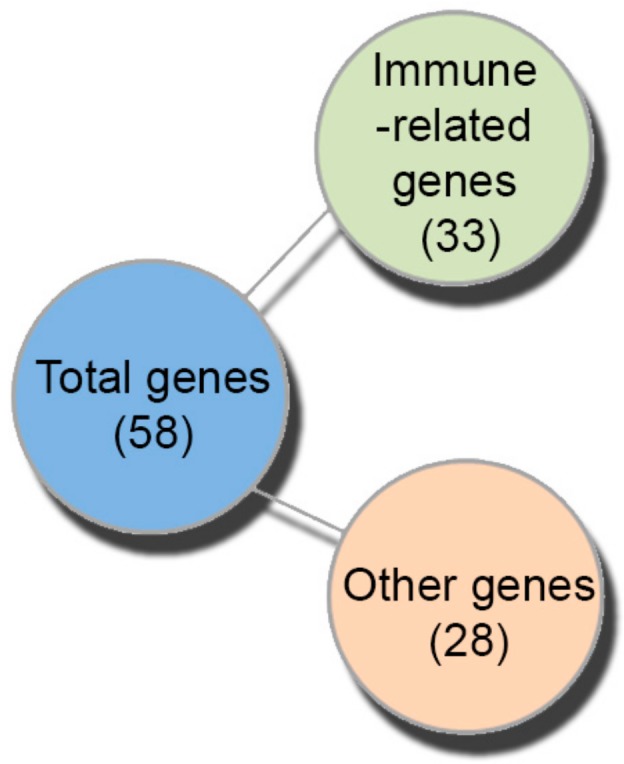
Schematic representation of gene expression data of zebrafish fed with mastic essential oil diet.

**Figure 3:**
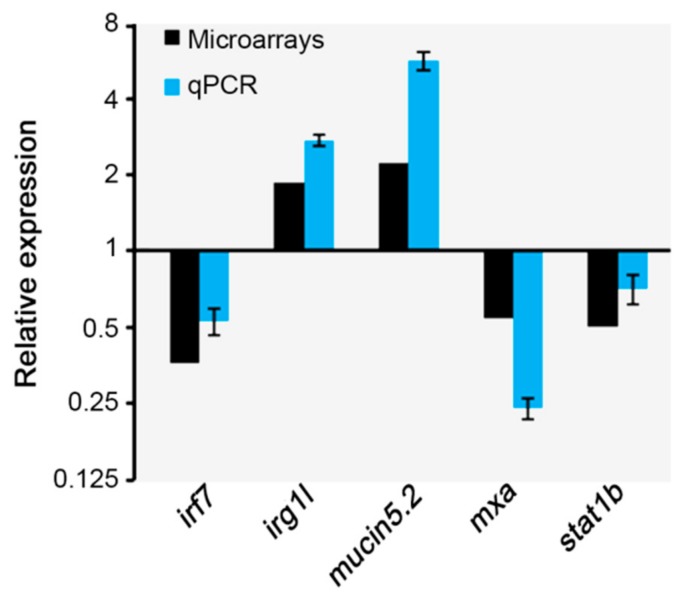
Validation of microarray data by qPCR analysis. Comparison of relative expression differences for *irf7, irg1l*, *mucin5.2*, *mxa*, and *stat1*, determined by microarray and qPCR analysis in zebrafish fed with mastic oil diet. The fold changes in qPCR were normalized to *gapdh* and *rpl13*. Data are expressed as mean ± S.E (*n* = 3).

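On a linear scale, the array values of the genes in this comparison were 2.80-fold lower for irf7 and 1.84-fold lower for mxa on the mastic oil diet, and 1.87-fold higher for irg1l and 2.24-fold higher for muc5.2. The control mean of muc5.2, at 7.51, and the mastic oil mean of mxa, at 7.93, lay below the signal floor of 7.97, so these folds are uncertain. Without mastic replicate 2 the log2 change of irg1l was 0.66, and without control replicate 1 that of mxa was −0.72, both under the fold threshold. The qPCR measurements are not analysed here. For stat1b no feature was matched by gene ID or symbol. A feature without a gene name has the fold change and p-value of that entry, the p under a moderated t chosen after the data were seen. It is likely stat1b, 1.99-fold lower on the mastic oil diet with a log2 change of −0.99 (SE 0.106, adjusted p = 0.0602 from limma). The array values of the qPCR reference genes differed little between the diets. The glycolytic enzyme gene gapdh had a log2 value of 12.96 ± 0.05 (SD, n = 3) on the control diet and 12.94 ± 0.07 (SD, n = 3) on the mastic oil diet, a difference of −0.03 (95% interval −0.21 to 0.16). The ribosomal protein gene rpl13 had 13.21 ± 0.04 (SD, n = 3) and 13.17 ± 0.07 (SD, n = 3), a difference of −0.04 (95% interval −0.23 to 0.14). Neither difference has a settled sign: that of gapdh was 0.04 with array weights, 0.00 without control replicate 2 and 0.01 without mastic replicate 1, and that of rpl13 was 0.02 with control replicate 3 and mastic replicate 1 left out together, a setting chosen after the data were seen. The related gene rpl13a had a difference of −0.25 (95% interval −0.75 to 0.25), which was 0.12 in that setting.

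**Figure D3:**
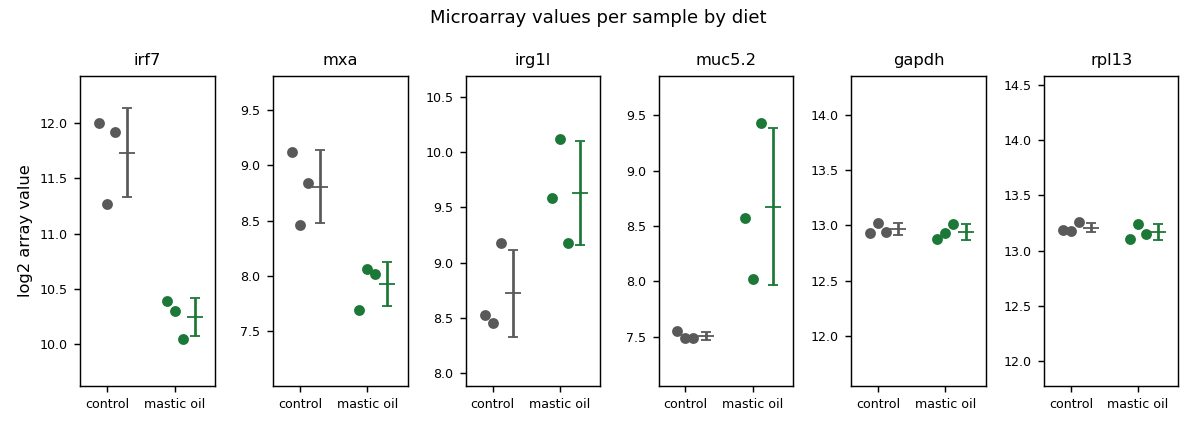
Log2 array value of each sample on the control and the mastic oil diet for irf7, mxa, irg1l, muc5.2 and the reference genes gapdh and rpl13, with bars of the mean ± SD (n = 3). All panels span the same range of log2 units; the diets overlap for gapdh and rpl13 and nearly touch for irg1l.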

**Table 1:** Composition of mastic essential oil. The semi-transparent mastic resin was obtained as a trunk exudate from the mastic tree. Mastic essential oil was extracted from the mastic resin by direct gum distillation and analyzed by GC/MS. RT: Retention time; MW: Molecular weight.

Compounds	RT	Relative (%) Area	Formula	Structure	MW
*α*-pinene	9.24	67.71	C_10_H_16_	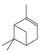	136.24
camphene	9.73	0.70	C_10_H_16_	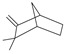	136.24
verbenene	9.87	0.07	C_10_H_14_	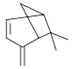	134.22
*β*-pinene	10.93	3.05	C_10_H_16_	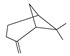	136.24
myrcene	11.79	18.81	C_10_H_16_	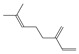	136.24
limonene	13.44	0.89	C_10_H_16_	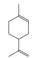	136.24
linalol	16.67	0.73	C_10_H_18_O	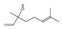	154.25
*α*-campholenic ald	17.60	0.26	C_10_H_16_O	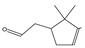	152.23
pinocarveol	18.61	0.32	C_10_H_16_O	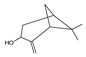	152.23
*trans*-verbenol	18.78	0.07	C_10_H_16_O	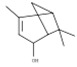	152.23
*cis*-verbenol	18.97	0.69	C_10_H_16_O	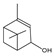	152.23
verbenone	21.59	0.32	C_10_H_14_O	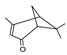	150.22
caryophyllene	33.61	0.50	C_15_H_24_	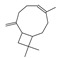	204.36

**Table 2:** Differentially expressed immune-related genes in zebrafish upon dietary supplementation with mastic essential oil. Genes were categorized by a selection criteria of fold change ≥ 1.7 and *p*-value < 0.05 in treated *versus* control zebrafish. FC (abs): Fold Change (absolute).

Gene Symbol	Gene Description	NCBI Gene ID	*p-*Value	FC (abs)
*muc5.2*	mucin 5.2	572172	9.37 × 10^−3^	2.24
*irg1l*	immunoresponsive gene 1, like	562007	1.56 × 10^−2^	1.87
*LOC100001880*	interferon-induced very large GTPase 1-like, si:dkey-202l22.6	100001880	1.50 × 10^−3^	1.92
*LOC556554*	skin mucus antibacterial l-amino acid oxidase-like//orthologous to human interleukin 4 induced 1	556554//337166	1.03 × 10^−4^	−1.96
*irf7*	interferon regulatory factor 7	393650	2.14 × 10^−4^	−2.80
*irf1b*	interferon regulatory factor 1b	792160	4.02 × 10^−4^	−1.77
*si:dkey-79f11.7*	si:dkey-79f11.7 (interferon-induced protein 44)	100007552	1.70 × 10^−2^	−1.88
*LOC795887*	interferon-induced protein 44	795887	6.45 × 10^−4^	−2.10
*zgc:152791*	zgc:152791 (interferon stimulated gene 12)	641326	3.38 × 10^−5^	−2.13
*LOC558511*	orthologous to human interferon alpha inducible protein 27 like 2	558511	2.16 × 10^−3^	−1.80
*LOC556241*	interferon-induced very large GTPase 1-like, si:dkey-85k7.12	556241	2.62 × 10^−4^	−2.03
*il21r.1*	interleukin 21 receptor, tandem duplicate 1	100134976	1.17 × 10^−2^	−1.76
*b2m*	beta-2-microglobulin	30400	6.20 × 10^−4^	−2.21
*Fas*	Fas cell surface death receptor (TNF receptor superfamily, member 6)	768248	8.53 × 10^−4^	−1.70
*hla-dpa1*	HLA-DPA1 protein, zgc:123107	553497//641415	1.41 × 10^−2^	−1.83
*Mxa*	myxovirus (influenza) resistance A	360142	2.20 × 10^−3^	−1.84
*stat1b*	signal transducer and activator of transcription 1b	368481	3.73 × 10^−5^	−1.99
*urgcp, LOC100005729*	upregulator of cell proliferation	100005729	7.42 × 10^−3^	−1.82
*LOC798269*	tumor necrosis factor receptor superfamily member 5	798269	1.22 × 10^−2^	−1.85
*lgals3bpa*	lectin, galactoside-binding, soluble, 3 binding protein a	677742	1.44 × 10^−3^	−2.48
*lgals3bpb*	lectin, galactoside-binding, soluble, 3 binding protein b	405809	1.15 × 10^−4^	−1.91
*lgals9l1*	lectin, galactoside-binding, soluble, 9 (galectin 9)-like 1	337597	4.33 × 10^−2^	−1.98
*ccl38a.5| ccl38a.1*	chemokine (C-C motif) ligand 38, duplicate 5| chemokine (C-C motif) ligand 38, duplicate 1	563208| 794050	3.81 × 10^−3^	−2.59
*ccl34b.4*	chemokine (C-C motif) ligand 34b, duplicate 4	556621	2.59 × 10^−2^	−2.09
*LOC100334176*	GTPase IMAP family member 8	100334176	2.33 × 10^−2^	−3.02
*LOC100150889, tapbpl*	TAP binding protein- like	100150889	3.27 × 10^−3^	−1.74
*LOC100007087*	basic leucine zipper ATF transcriptional factor -like, si:dkey-23i12.7	100007087	8.18 × 10^−3^	−2.19
*ftr19*	finTRIM family, member 19 (tripartite motif-containing protein 47)	100301514	3.72 × 10^−4^	−1.74
*si:ch211-284p22.1, trim35-19*	tripartite motif containing 35-19	562814	2.74 × 10^−5^	−1.81
*crp3*	C-reactive protein 3	100141350	3.68 × 10^−3^	−2.96
*LOC100332428| LOC562648*	poly [ADP-ribose] polymerase 14	100332428| 562648	1.42 × 10^−3^	−1.72
*zgc:153893, xaf1*	zgc:153893, (XIAP-associated factor 1)	767709	2.52 × 10^−4^	−1.75
*gig2d* *, LOC100005232*	grass carp reovirus (GCRV)-induced gene 2d	100005232	1.20 × 10^−4^	−1.88

**Table 3:** List of primers used for qPCR analysis.

Gene Symbol	Gene ID	Forward Primer	Reverse Primer
*irf7*	393650	GTGGAAAGTGGGCAGTACGA	GCCGCTGACTATAGCCCATT
*irg1l*	562007	TGCACTAGATGTGGCAGAGC	AGCATACATGTGCTGGCAGT
*mucin 5b*	572172	GGTGTCTGTTCCGATCAATC	TCATCCTTGTCGCCATTGTA
*mxa*	360142	TCGAGTTTCGACCTTGGCAC	GACGCTTGCTTGCAATTGTGTA
*stat1b*	368481	GCTTATCCCGAGATACACTCCT	GCTGCTTTACGTGGCATTTC

## Supplementary Materials

The following are available online at https://www.mdpi.com/1420-3049/24/21/3919/s1. Figure S1: GC/MS analysis of mastic essential oil. Figure S2: Histochemical staining and apoptotic pattern of zebrafish intestine upon mastic oil diet. Table S1: Other differentially expressed genes in zebrafish upon dietary supplementation with mastic essential oil.

# Supplementary material for: Effects of the Essential Oil from Pistacia lentiscus Var. chia on the Lateral Line System and the Gene Expression Profile of Zebrafish (Danio rerio)
**Source:** Molecules. 2019 Oct 30;24(21):3919. doi: 10.3390/molecules24213919
**Supplement:** Supplementary file 1

**Figure S1**

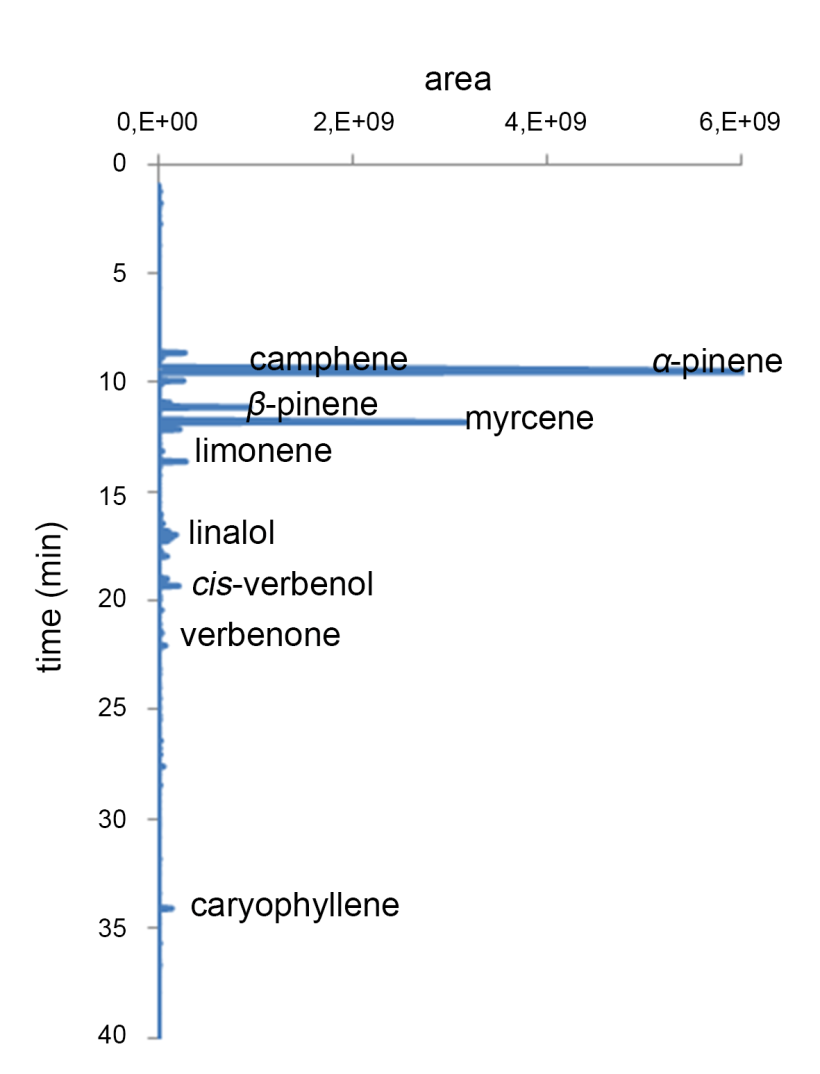

**Figure S1.** GC/MS analysis of mastic essential oil. Volatiles identification was performed with the use of known retention times (where analytical standards were available) and the simultaneous use of mass spectra from in house (VIORYL SA) and commercial libraries (Willey/NIST 0.5).

# Supplementary material for: Effects of the Essential Oil from Pistacia lentiscus Var. chia on the Lateral Line System and the Gene Expression Profile of Zebrafish (Danio rerio)
**Source:** Molecules. 2019 Oct 30;24(21):3919. doi: 10.3390/molecules24213919
**Supplement:** Supplementary file 1

**Figure S2**

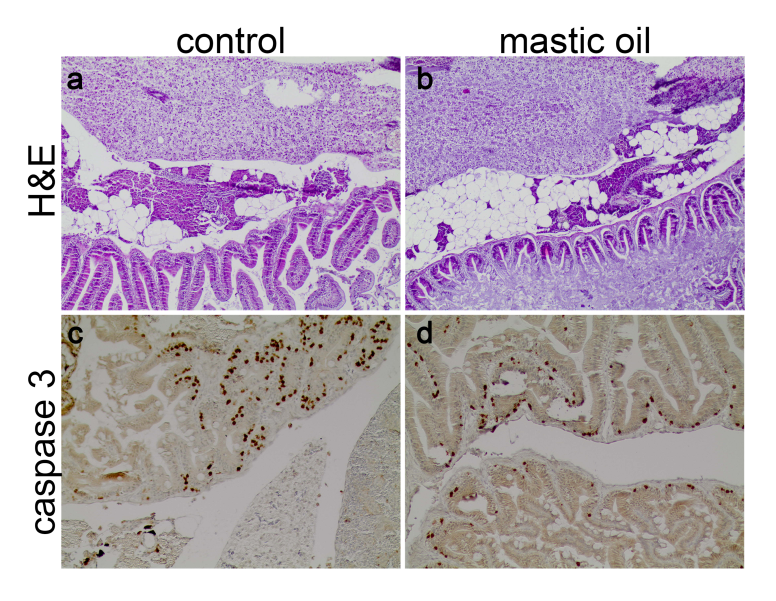

**Figure S2.** Histochemical staining and apoptotic pattern of zebrafish intestine upon mastic oil diet. Zebrafish were fed with dry food soaked in 2% of mastic oil from the stage of 5 to 42 dpf. (a, b) Serial 3 μm whole body sagittal sections mounted on slides were stained with Hematoxylin and Eosin. (c, d) Immunostaining for cleaved caspase-3 was performed on formalin-fixed, paraffin-embedded tissue sections by the streptavidin-biotin peroxidase labeled (LSAB) method (×200).

# Supplementary material for: Effects of the Essential Oil from Pistacia lentiscus Var. chia on the Lateral Line System and the Gene Expression Profile of Zebrafish (Danio rerio)
**Source:** Molecules. 2019 Oct 30;24(21):3919. doi: 10.3390/molecules24213919
**Supplement:** Supplementary file 1

**Table S1**

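Among the genes that the paper lists outside its immune table, the largest fall was in cgasa (LOC557043), a homolog of the DNA sensor cGAS that starts interferon signaling. Its log2 value was 10.54 ± 0.55 (SD, n = 3) on the control diet and 8.34 ± 0.58 (SD, n = 3) on the mastic oil diet, a log2 change of −2.20 (SE 0.346, adjusted p = 0.133 from limma). The prolyl 4-hydroxylase-like gene zgc:152670 had a log2 value of 9.86 ± 0.16 (SD, n = 3) on the control diet and 7.89 ± 0.94 (SD, n = 3) on the mastic oil diet, a change of −1.97 (SE 0.409, adjusted p = 0.324). The gap junction gene gjb9b (cx30.9) had a log2 change of −1.18 (SE 0.169, adjusted p = 0.107). The opioid growth factor receptor genes ogfr2 and ogfr1 had log2 changes of −1.21 (SE 0.233, adjusted p = 0.241) and −0.88 (SE 0.129, adjusted p = 0.107). For zgc:152658, related to the GIMAP GTPases of lymphocytes, the log2 change was −0.92 (SE 0.111, adjusted p = 0.0686). The change in ogfr1 was −0.74 without mastic replicate 3 and −0.69 after another quantile normalization, both under the paper's fold threshold. Of 36 apoptosis genes, 3 fell when adjusted over the list alone, among them the death receptor gene fas, and 0 over all genes (limma; 5 lower and 0 higher at an unadjusted p under 0.05). The apoptosis list's median was −0.09 (adjusted p = 8.75e-05 from camera with the preset correlation, 0.376 with an estimated correlation). It holds 2 genes of the paper's tables, fas among them, so its counts are not independent evidence of direction. On the higher side, lgals4 (LOC567193), a galectin of the intestinal epithelium, had a log2 value of 8.98 ± 0.85 (SD, n = 3) on the control diet and 10.23 ± 0.44 (SD, n = 3) on the mastic oil diet. The groups overlapped, and the change of 1.25 (SE 0.413, adjusted p = 0.707) no longer met the paper's p threshold without mastic replicate 1 (1.22) or mastic replicate 3 (1.047) or with the methods' t-test, and was 0.81 with control replicate 3 and mastic replicate 1 left out together. The keratin gene krt1-19d had a change of 0.77 (SE 0.215, adjusted p = 0.592), under the fold threshold without control replicate 1 (0.61), mastic replicate 2 (0.64) or mastic replicate 3 (0.67) and after another quantile normalization or median centring of the arrays (both 0.76). The serine protease gene prss60.1 had a change of 0.80 (SE 0.271, adjusted p = 0.722). It was below the paper's thresholds without control replicate 2 (0.76), control replicate 3 (0.69), mastic replicate 2 (0.59) or mastic replicate 3 (0.68) and with the methods' t-test. Of 31 genes of skin and keratins, 2 were higher and 0 lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone or over all genes, with a median of 0.03 (adjusted p = 0.166 from camera). This median was −0.03 without mastic replicate 2, and the list was called higher without control replicate 3 (0.09), mastic replicate 1 (0.10) or both (0.17).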

**Table S1.** Other differentially expressed genes in zebrafish upon dietary supplementation with mastic essential oil. Genes were categorized by a selection criteria of fold change ≥ 1.7 and *p*-value < 0.05 in treated *versus* control zebrafish. FC (abs): Fold Change (absolute).

| **Gene Symbol** | **Gene Description** | **NCBI Gene ID** | ***p-*value** | **FC (abs)** |
| --- | --- | --- | --- | --- |
| *stxbp4, LOC567916* | syntaxin binding protein 4-like | 567916 | 1.47 x 10^-2^ | 1.85 |
| *prss60.1, zgc:162180* | serine protease 60.1 | 799770 | 2.74 x 10^-2^ | 1.74 |
| *krt1-19d* | keratin, type 1, gene 19d | 664718 | 1.15 x 10^-2^ | 1.70 |
| *LOC567193* | similar to human galectin-4, uncharacterized protein si:dkey-151j17.4 | 567193 | 2.50 x 10^-2^ | 2.38 |
| *ddx43\|LOC557043* | DEAD (Asp-Glu-Ala-Asp) box polypeptide 43 \| hypothetical LOC557043 | 100136871// 557043 | 6.08 x 10^-4^ | −4.60 |
| *LOC100001181* | tripartite motif protein TRIM29-like | 100001181 | 4.87 x 10^-3^ | −1.81 |
| *LOC100006656* | si:ch1073-188e1.1 | 100006656 | 1.15 x 10^-4^ | −2.40 |
| *LOC100007087* | si:dkey-23i12.7, basic leucine zipper transcriptional factor ATF-like | 100007087 | 8.18 x 10^-3^ | −2.19 |
| *LOC100330813* | tripartite motif-containing protein 47-like | 100330813 | 1.23 x 10^-3^ | −1.98 |
| *LOC564808* | uncharacterized LOC564808 | 564808 | 3.12 x 10^-3^ | −3.24 |
| *LOC795959* | gamma-glutamyltranspeptidase 1, si:dkey-222h21.12 | 795959 | 1.12 x 10^-3^ | −1.98 |
| *LOC798013* | carbohydrate (chondroitin 4) sulfotransferase 12-like, si:dkey-26i13.7 | 798013 | 1.56 x 10^-2^ | −2.53 |
| *LOC798358* | membrane-spanning 4-domains, subfamily A, member 4-like | 798358 | 4.59 x 10^-3^ | −1.97 |
| *ogfrl2, si:busm1-6a2.1* | si:busm1-6a2.1, opioid growth factor receptor-like 2 | 368512 | 1.81 x 10^-3^ | −2.32 |
| *si:ch211-114l13.9* | si:ch211-114l13.9 | 796649 | 1.45 x 10^-2^ | −1.85 |
| *si:ch211-217k17.10* | si:ch211-217k17.10 | 798704 | 2.90 x 10^-2^ | −2.16 |
| *si:ch211-244b2.3* | si:ch211-244b2.3 uncharacterized protein LOC557230 | 557230 | 8.34 x 10^-5^ | −2.04 |
| *si:ch211-245h14.1* | si:ch211-245h14.1 uncharacterized protein LOC563420 | 563420 | 5.01 x 10^-4^ | −1.71 |
| *si:dkey-58f10.13* | uncharacterized protein si:dkey-58f10.13 | 100149772 | 5.22 x 10^-3^ | −1.81 |
| *zgc:152658* | zgc:152659 [Orthologous to human genes including GIMAP4 (GTPase, IMAP family member 4)] | 767632 | 8.51 x 10^-5^ | −1.89 |
| *zgc:152670* | zgc:152670, prolyl 4-hydroxylase alpha II-like | 557059 | 2.88 x 10^-3^ | −3.91 |
| *zgc:162182* | uncharacterized protein LOC100038769; zgc:162182 [orthologous to human OGFR] | 100038769 | 3.09 x 10^-4^ | −1.84 |
| *zgc:171506* | zgc:171507, uncharacterized protein LOC792896 | 792896 | 1.87 x 10^-4^ | −1.82 |
| *casp3, zgc:171731* | caspase 23, apoptosis-related cysteine peptidase | 563034 | 3.09 x 10^-4^ | −1.83 |
| *cx30.9* | connexin 30.9 | 402821 | 3.08 x 10^-4^ | −2.26 |

How the deposited data were processed for this re-analysis (not part of the article)

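The values are log2 intensities as deposited by the authors, made with RMA (background correction, quantile normalization and summary of the probes of each transcript cluster) in GeneSpring before deposition. No version of RMA or GeneSpring is given in the sources used here. The raw image intensities were not used here, so every result rests on this normalization. The values of 18420 transcript clusters on 6 arrays were read as they stand, and all columns of values were mapped to a sample.

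Transcript clusters that name 1 gene were named through their NCBI Gene ID with the current zebrafish reference (GRCz12tu), which gave the symbol for 13306 of them. The reference was used for names and for the genes next to each other on a chromosome. No coordinates are reported, as the genome build behind the array's annotation is not given in the sources used here. The 436 genes with several transcript clusters were averaged, and clusters that name no gene or several were kept as features of their own. No filter on low values was applied here, as the methods state none. Every transcript cluster reached 7.97 on the log2 scale in all samples of at least 1 group, and this was taken as the signal floor, which 17950 transcript clusters reached in all control samples and 17701 in all mastic oil samples. A filter at that level before deposition would leave such a table, though the methods describe none. Genes low in both groups may therefore be absent. Of 99 symbols on the interferon list 39 were measured, and the cause was not tested. Features such as gig2l and muc5.2 reach 7.97 in all samples only in the group where they are high. A group mean under the signal floor leaves the size of a change uncertain, which holds among the genes named for gig2l, gig2d, si:dkey-211g8.5, mxa, ifi44d, ifi44a1, gvin1l2, si:dkey-85k7.12, LOC100006656, il4i1, crp4, muc5.2, gjb9b, ogfr1, zgc:152658, zgc:152670, prss60.1 and col4a1.

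The mastic oil diet was compared with the control diet by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 3.42), two-sided, with Benjamini-Hochberg adjustment over 17933 features. The unadjusted p under 0.05 with a fold change of at least 1.7 is the paper's own selection. The 2-tailed Student's t of the methods was run as an alternative and is called the methods' t-test. The methods call the replicates biological, but how many fish each holds is not given in the sources used here, so the p-values measure the spread between samples and not between fish. The small number of arrays limits the precision of all estimates.

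Gene lists were fixed before the files were opened but after the paper's tables had been read. Several lists hold genes of those tables, which the paper selected from these same arrays. Their counts are therefore not independent evidence of direction. Of 28 lists, 27 had measured members, and no member of the GIMAP family list was measured under a name that the list matches. Lists were tested with camera at a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists, with camera at an estimated correlation and fry beside it. With the preset correlation 15 lists passed an adjusted p of 0.05. With an estimated correlation 3 passed an unadjusted p of 0.05 and 0 passed an adjusted one. Genes are named under fixed rules: every gene of Table 2, Table S1 and the text with the qPCR references, up to 10 genes per direction with the largest changes whose samples do not overlap between the diets, and up to 4 members of each list with the largest changes at an unadjusted p under 0.05, or up to 2 where none passes. Not every gene that these rules cover is reported here. Genes named outside these rules are said to be chosen after their values were seen.

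The tests were tried on 20 simulated data sets with as many features and arrays and a spread drawn from the fit. Genes varied independently there, and each set held planted changes of up to 4-fold, which eases the adjusted cutoff for all genes. The recovery below is therefore not the power in the real arrays, where 1 feature passed the adjusted p against 92 at the paper's thresholds. Changes of 1.7-fold were recovered for 71.5% of genes at an adjusted p under 0.05 and 51.8% at the paper's thresholds, changes of 2-fold for 86.5% and 95.2%, and changes of 4-fold for 98.6% and 100%. The mean number of false calls was 10.05 at an adjusted p under 0.05 and 36.65 at the paper's thresholds. Of 20 simulated lists without a change 1 was called, and all 20 lists lowered by 0.5 were called. As the simulated genes varied independently, this cannot show how often the preset correlation makes false calls where genes vary together. In the real data 15 lists passed with the preset correlation and 0 with an estimated one.

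The other settings were a mean-variance trend with robust fitting, array weights, the replicate number as a block, another quantile normalization, centring of the arrays on their medians, leaving out features of low mean value (8966 kept), the cluster with the highest mean for each gene, only features that name 1 gene, the methods' t-test, and leaving out each sample in turn. Settings added after the data were seen were each transcript cluster as its own feature, control replicate 3 and mastic replicate 1 left out together, and a moderated t with the prior fitted to the paper's tables.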

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

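The tests given here for the unmatched entries, for gig2l, for the interferon genes and for the splits were all chosen after the results were seen. The results below are signals in array data, most of which the paper does not describe. The log2 change of gig2l was −4.54, and the interferon response list without the genes of Tables 2 and S1 had a median of −0.46. The collagen list had a median of 0.27, and 45 features at the paper's thresholds match no entry of its tables by gene ID or symbol. Of these, 8 have the fold change and p-value of the 8 unmatched entries and are likely those entries (p within 0.232% under the moderated t), which leaves 37.

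The interferon genes had a median of −0.56 on the mastic oil diet. This group call was lost with an estimated correlation (adjusted p = 0.0533 from camera) and kept with fry (adjusted p = 0.00779). Of 39 members, 28 fell when adjusted over the list alone and 1 over all genes. Fewer leukocytes in the RNA may lower such genes without a change inside any cell, but the 48 leukocyte markers had a median of −0.128 (95% bootstrap interval over genes −0.263 to −0.0219), closer to 0 than that of the interferon list. Single markers varied, with il21r.1 at −0.81, cd247l and mpeg1.1 at −0.56 and mpx at 0.59. Values were below 0 for 13 of 17 lymphocyte markers and 21 of 31 macrophage and neutrophil markers. A median over mixed markers cannot exclude fewer cells of 1 leukocyte type. Under the other normalizations the median of the interferon list nearest to 0 was −0.523 (95% bootstrap interval over genes −0.770 to −0.416). The deposited values were already normalized by RMA, and the raw intensities were not used. These values therefore cannot exclude an effect of array scaling before that step. A lower interferon response in the fish themselves remains a hypothesis. Its link to the diet is open too, as a difference in infection or housing between the groups of fish might give the same values. Such a difference could not be tested.

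The fall in gig2l was larger than that of the next interferon gene, cgasa, at −2.20. Probes shared with other gig2 genes could not be tested: the largest fall of another measured gig2 gene was −0.914, but with control means of 8.17 and 8.53 neither of the other 2 could have fallen as far as gig2l. A sequence or copy variant carried by the fish of 1 diet group might remove the signal of a single gene, and the 10 measured neighbours of gig2l had a median of 0.00819 (−0.914 to 0.142). These neighbours cannot tell a variant of gig2l alone from regulation. On the mastic oil arrays gig2l ranked 1, 2 and 5 from the lowest of 17933 features.

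All 10 splits of the 6 samples into 3 and 3 were compared with the real grouping, and 10 splits cannot give a share under 0.05. The number of splits with a result at least as large, with the real one counted, was 1 for the features past an adjusted p of 0.05 (1, highest other 0), 1 for the features at the paper's thresholds (92, highest other 45) and 1 for the interferon list (0.56, highest other 0.35). It was also 1 for that list without the table genes (0.46, highest other 0.30) and 1 for the collagens (0.27, highest other 0.25). For the other gene lists it was 3 (13 lists called, highest other 17).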

How the results depend on the processing

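The alternatives with control replicate 3 and mastic replicate 1 left out together and with the tables' prior were chosen after the results were seen. The interferon list stayed lower under every alternative, from −0.66 to −0.47 with any 1 sample left out and from −0.54 to −0.39 without the table genes, and the collagens stayed between 0.21 and 0.32. Both interferon lists lost their call only with an estimated correlation (−0.56 and −0.46, adjusted p = 0.0533 for both). With any 1 sample left out, the features at the paper's thresholds numbered 84 to 127, those past an adjusted p 1 to 13 and the table entries passing 32 to 46. At the paper's thresholds the count was 187 with array weights, 40 without features of low mean value, 61 with only features that name 1 gene and 61 with the tables' prior on clusters that name 1 gene, against 94 with that prior on all clusters. Past an adjusted p of 0.05 it was 922 with array weights, 2 with the replicate block, 0 without features of low mean value, 2 with only features that name 1 gene, 0 with the methods' t-test, 2 without mastic replicate 1, 13 without mastic replicate 2 and 2 with control replicate 3 and mastic replicate 1 left out together. Leaving out features of low mean value removes gig2l itself, so the 0 there is not a lost call. Array weights gave mastic replicate 3 a weight of 6.03 and mastic replicate 1 one of 0.284. The replicate numbers do not pair the samples: correlations of equal numbers were 0.237, −0.170 and −0.221. Of the table entries 18 of 20 passed without features of low mean value, where fewer features are tested. Named genes passing were 52 of 60 there and 62 with the methods' t-test. Of the other 25 lists, 13 were called in the chosen test, 8 with array weights, 8 without features of low mean value, 0 with an estimated correlation and 0 with fry. Reversed with array weights: gapdh 0.0391, sox9a −0.00684, zp2.2 0.0819, testis 0.0338 and xenobiotic metabolism 0.0391; without features of low mean value: cell cycle 0.0131. With control replicate 3 and mastic replicate 1 left out together: rpl13 0.0158, rpl13a 0.1197, sox9a −0.00219, star 0.00855, zp2.2 0.0235, antibacterial genes 0.0488, cell cycle 0.0173, chemokines 0.0828, ribosomal proteins 0.0528, hair cells 0.0966, macrophages and neutrophils 0.0864, testis 0.0648 and xenobiotic metabolism 0.0943. With any 1 sample left out, the reversed results ranged from −0.0633 to 0.00620 for gapdh, −0.0199 to 0.0572 for sox9a, −0.238 to 0.000867 for star, −0.294 to 0.0221 for zp2.2, −0.131 to 0.0600 for antibacterial genes, −0.112 to 0.0339 for cell cycle, −0.0797 to 0.00501 for the circadian clock, −0.0919 to 0.0112 for ribosomal proteins, −0.114 to 0.00954 for exocrine pancreas, −0.192 to 0.0217 for hair cells, −0.0807 to 0.0155 for handling stress, −0.210 to 0.0180 for macrophages and neutrophils, −0.0172 to 0.148 for mucins, −0.00712 to 0.0480 for skeletal muscle, −0.0326 to 0.0990 for skin, −0.187 to 0.0373 for testis and −0.0900 to 0.0614 for xenobiotic metabolism. For these the cause was not tested. Values under the signal floor of 7.97 leave the size of a change uncertain, as for gig2l at 6.66 on the mastic oil diet.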

Differences from the paper's values

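The alternatives with each transcript cluster as its own feature and with a moderated t at the tables' prior were chosen after these values were seen. A count is taken as near the paper's within a ratio of 1.5, and a fold change within 1 SD of the samples. The paper reports 58 genes at its thresholds, and the count here is 92. Among the other settings, the count came near the paper's without features of low mean value (40), with only features that name 1 gene (61), with the methods' t-test (71) and without mastic replicate 3 (84). It did not with the trend (93), array weights (187), the replicate block (97), another quantile normalization (89), centred arrays (93), the cluster with the highest mean (92), or without control replicate 1 (105), control replicate 2 (118), control replicate 3 (91), mastic replicate 1 (120) or mastic replicate 2 (127). The moderated t at the tables' prior gave 61 on clusters that name 1 gene, which drops 5 of the 50 matched entries, and 94 on all clusters, which drops 1.

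The paper reports 51 down-regulated genes, and the count here is 84. It came near without features of low mean value (37), with only features that name 1 gene (53), with the methods' t-test (68), without control replicate 3 (75) and without mastic replicate 3 (72). It did not with the trend (85), array weights (142), the replicate block (88), another quantile normalization (80), centred arrays (86), the cluster with the highest mean (84), or without control replicate 1 (97), control replicate 2 (92), mastic replicate 1 (104) or mastic replicate 2 (118). The moderated t at the tables' prior gave 55 on clusters that name 1 gene and 87 on all clusters.

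For LOC100006656 the paper gives a fold change of −2.40, and the value here is −1.68, the average of 2 transcript clusters. Among the other settings only array weights came within 1 SD, with −2.09, and leaving out 1 sample gave −1.87 at most. With each transcript cluster as its own feature the value was −2.40, and 49 of the matched entries passed, so that this alternative drops 0 of the entries passed here.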

Other observations

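The matrix genes other than collagens and the moderated t were chosen and tested after the results were seen. Of 31 collagens, the fibrous proteins of the extracellular matrix, 30 had values above 0 on the mastic oil diet, with a median log2 change of 0.27 (adjusted p = 1.98e-15 from camera, adjusted p = 0.351 with an estimated correlation). At an unadjusted p under 0.05, 14 were higher and 0 lower, and 0 passed when adjusted over the list alone or over all genes in limma. The log2 changes were 0.50 for col6a2 (0.32 without control replicate 3), 0.49 for col6a1, 0.46 for col1a1b and 0.45 for col4a1. In control replicate 3 the collagens had a median deviation of −0.31 from their means over all samples. Of 67 measured matrix and bone genes other than collagens, 63 had values above 0, with a median of 0.17 (p = 1.68e-12 from camera, p = 0.0774 with an estimated correlation). Of these 7 were higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone.

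Of 21 genes of cholesterol synthesis 18 had values above 0, with a median of 0.15 (adjusted p = 0.001439 from camera, 0.731 with an estimated correlation). At an unadjusted p under 0.05, 2 were higher, sqlea with 0.54 and hmgcs1 with 0.48, and 0 passed when adjusted over the list alone or over all genes. The list's call was lost without control replicate 1 (0.08) and without mastic replicate 2 (0.04). Of 44 genes of fatty acid synthesis and oxidation 3 were higher and 0 lower at an unadjusted p under 0.05, with a median of 0.06 (adjusted p = 0.0316, 0.731 with an estimated correlation). The call was lost without features of low mean value (0.06) and without control replicate 1 (0.01), control replicate 2 (0.05), mastic replicate 1 (0.05) or mastic replicate 3 (0.05). Of 36 liver secretory genes 0 were higher and 1 lower, with a median of 0.11 (adjusted p = 0.0223, 0.731 with an estimated correlation), lost without features of low mean value (0.09) and without control replicate 1 (0.02), mastic replicate 2 (0.02) or mastic replicate 3 (0.09). Of 77 cytosolic ribosomal proteins 0 passed an unadjusted p of 0.05, with a median of −0.03 (adjusted p = 0.0316, 0.731 with an estimated correlation). That call was lost with array weights (−0.00605), another quantile normalization (−0.03), without control replicate 3 (−5.88e-05) and without mastic replicate 1 (0.01). Of the members of these lists 0 passed when adjusted over the list alone or over all genes.

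The other lists were not called with all samples and features, though several were called in other settings, and 0 of their members passed when adjusted over the list alone or over all genes. Of 60 genes of xenobiotic metabolism 1 was higher and 2 were lower at an unadjusted p under 0.05, with a median of −0.02 (adjusted p = 0.196). The median was 0.03 for 40 skeletal muscle genes, 0 higher and 1 lower (0.430), −0.08 for 7 hair cell genes, 0 and 1 (0.182), −0.03 for 46 handling stress genes, 1 and 2 (0.0699), −0.07 for 25 cell cycle genes, 0 and 2 (0.0988), and −0.03 for 35 circadian clock genes, 1 and 1 (0.362). For 2 oocyte genes it was −0.13 (0.258) and for 4 testis genes −0.04 (0.647), with 0 past an unadjusted p of 0.05 in either. Xenobiotic metabolism was called lower without control replicate 1 (−0.08) or mastic replicate 2 (−0.09) and higher without control replicate 3 and mastic replicate 1 together (0.09). Handling stress was called lower over only features that name 1 gene (−0.03) and without control replicate 1 (−0.08) or mastic replicate 1 (−0.08). Cell cycle was called lower without control replicate 3 (−0.05) or mastic replicate 3 (−0.11), the circadian clock without mastic replicate 1 (−0.08) and the oocyte genes without mastic replicate 3 (−0.21). Skeletal muscle was called higher without mastic replicate 2 (0.05).

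The p-values of Tables 2 and S1 may come from a moderated t statistic with 1 prior for all genes. The p of the methods' t-test was 8.07 times that of the tables at the median (2.83 to 25.1), so the t-test as described does not give the tables' values. With a prior fitted to Table 2, a moderated t met the p-values of Table S1 within 0.206%. By NCBI Gene ID 57 of the 58 entries are distinct, as LOC100007087 stands in both tables, and some entries list 2 gene IDs.

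On the first principal component, 37.1% of the variance, the control samples lay at −4.22, −1.96 and 22.62 and the mastic oil samples at −21.5, 13.3 and −8.27, so control replicate 3 and mastic replicate 1 stood farthest apart.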
